A study of Monodelphis domestica with 2 samples. Its data were reported in "Comparative transcriptomics reveals differences in cortical cell type organization between metatherian and eutherian mammals" (2026).

How the data were processed

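Nuclei of the primary visual cortex of 2 adult male opossums were profiled by the study with droplet-based single-nucleus RNA sequencing, after sorting of stained nuclei, with 2 libraries per animal. The libraries of an animal came from the same suspension and counted as 1 replicate. The authors aligned reads with Cell Ranger, introns included, to the ASM229v1 assembly with Ensembl genes whose 3′ ends they had extended, and deposited raw UMI count values per gene and nucleus. The deposited metadata also held a Scrublet doublet score, a fraction between 0 and 1 that the authors computed for each nucleus, with a doublet call, a quality call and the class, subclass and type labels.

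The files held 36558 barcodes and 30800 genes, of which 11590 (37.6%) had a symbol. Genes were named from the files alone. The quality call matched the rule of more than 700 and fewer than 6500 genes with fewer than 40000 UMIs for all 36558 barcodes, and 35079 passed. Of these, 2315 lay in clusters that the authors left out, 1006 as ambiguous and 1309 as doublets, and the other 32764 carried a subclass. The left-out nuclei made up 23.5% of the GABAergic class (1334 of 5681) and 10.6% of the non-neuronal class (981 of 9248), and 0 of the 20150 glutamatergic nuclei. Scrublet had called 798 of the labelled nuclei doublets (2.44%). These stayed in, and were removed in an alternative. In 8 nuclei the subclass was L6CT and the type L5NP, and the subclass was used.

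Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. Nuclei are not replicates, so counts were summed per animal and subclass. The 8 sums of the IT subclasses entered 1 fit, and the sums of all neuronal subclasses another, with TMM normalization, edgeR's low-count filter, the quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05. Similarity used log-normalised values scaled to 10000 UMIs and 3000 variable genes. Silhouettes used 3 principal components on 1 draw of equal nuclei per subclass. A further 10 draws gave only an SD between draws. Label transfer used 15 neighbours in 30 principal components with at most 500 training nuclei per subclass. Shares carry exact Clopper-Pearson 95% intervals, and a count of 0 allows a share of up to 3 counts of the total. Both cover counting error only.

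Sums of the same animal were checked for pairing, which comes from their shared animal. Their deviations from the subclass means correlated at 0.114 to 0.609 across 16720 genes, with a median of 0.323.

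The tests, the gene lists, the marker list, the alternatives in the plan and the rule for named genes were fixed before the data were examined. For IT_A against IT_C the rule took the 5 largest log2 fold changes in each direction among genes with an adjusted p under 0.05, a symbol, at least 20 CPM in the higher subclass of both animals and the same direction in both, which 656 genes met. Between the animals it took the 5 largest ratios in each direction among genes with a symbol, at least 20 CPM in the higher animal and no overlap between libraries. Of the layer list, 7 of 11 genes were tested, and of the perineuronal net list 5 of 11. Some members lacked a symbol in the files and others fell under the low-count filter.

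The count test was tested on simulated counts with 200 genes changed. For IT_A against IT_C, 177 of the 200 (88.5%) were recovered among 16247 genes with 11 false calls, and for Pvalb against L5PT 176 (88.0%) among 15134 genes with 8 false calls. On 4 simulated subclasses over 30800 genes, the steps for similarity and separation gave a lowest silhouette of 0.787, and 0.00178 at most after labels were permuted. Label transfer gave 100% there, and 28.2% with permuted labels. In the check of types against animals, simulated over 5466 genes, the correlation was 0.145 with shared changes and 0.0112 without.

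Alternatives in the plan covered normalization, the test, the low-count filter, the block, equal nuclei, labels from other genes, thinning, the number of genes, components and neighbours, doublets, depth and leaving out each animal. A further 3 alternatives on the left-out nuclei were chosen after seeing the data. Of the 29 explanations weighed in the closing section, 16 were written after the result they measure had been seen. The result of 1 further test, of free RNA in the ambiguous GABAergic nuclei, is not reported here. For 3 of them a second test was added once an earlier test of the same question had been seen, and the results of both tests are given there. Scrublet calls had been the test of doublets for 3 sets of ambiguous nuclei, and were replaced by tests on RNA levels after their values had been seen, since the calls had entered the choice of these clusters. The marker rules for left-out nuclei were set after an exploratory clustering of those nuclei. The lists added later held 10 striatal genes, 10 activity genes and 7 pituitary hormone genes. They were written after the genes that prompted them had been seen, and before any value of their members.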

Results

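Single-nucleus RNA counts were measured in the primary visual cortex (V1) of the gray short-tailed opossum, a marsupial. The samples were 2 adult males, aged 1.5 and 2 years, which formed 1 group and are named animal 1 and animal 2 here. Each nuclear suspension was split into 2 libraries, giving libraries 1A and 1B of animal 1 and 2A and 2B of animal 2. The total count was 59170718 UMIs (unique molecular identifiers, each standing for an RNA molecule) in library 1A, 55625042 in 1B, 61251720 in 2A and 69706055 in 2B. The deposited annotation placed 32764 nuclei in 18 subclasses, with a median of 6169 UMIs and 2658 genes per nucleus. Median depth was 8085 ± 42.4 UMIs in glutamatergic nuclei, 6295 ± 486 in GABAergic nuclei and 2119 ± 10.3 in non-neuronal nuclei (mean ± SD of the animals' medians, n = 2). Errors below are SDs over the 2 animals unless stated otherwise. With 2 animals in 1 group there was no comparison between groups, and mouse nuclei were not analysed here.

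The composition of V1 was described by the shares of labelled nuclei, which the study set beside those of mouse. Glutamatergic nuclei made up 82.1% ± 2.98 of neurons. The 4 intratelencephalic (IT) subclasses, which project within the telencephalon, held 71.6% ± 2.64 of glutamatergic nuclei. Within the glutamatergic class IT_A held 48.8% ± 2.07, L6CT 18.1% ± 0.578, IT_C 12.4% ± 0.0386, IT_B 8.64% ± 1.03, L5PT 6.02% ± 0.542, L5NP 3.79% ± 1.43, IT_D 1.74% ± 1.56 and L6b 0.548% ± 0.0972. Of GABAergic nuclei, 72.7% ± 2.69 carried the labels Pvalb or Sst, which mark an origin in the medial ganglionic eminence (MGE). Pvalb nuclei alone made up 49.3% ± 2.31 of GABAergic nuclei, Sst nuclei 23.5% ± 0.384, Vip nuclei 11.7% ± 1.46, Lamp5 nuclei 8.56% ± 1.66 and Frem1 nuclei 7.0% ± 0.430. Oligodendrocytes (OD) made up 49.0% ± 0.521 of non-neuronal nuclei, astrocytes 25.0% ± 3.08, oligodendrocyte precursors (OPC) 16.2% ± 0.433, microglia 9.0% ± 2.72 and endothelial nuclei 0.812% ± 0.274. The alternative that moved the Pvalb share most added the left-out GABAergic nuclei of ambiguous clusters to the denominator, which gave 42.2%.

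**Figure D1:**
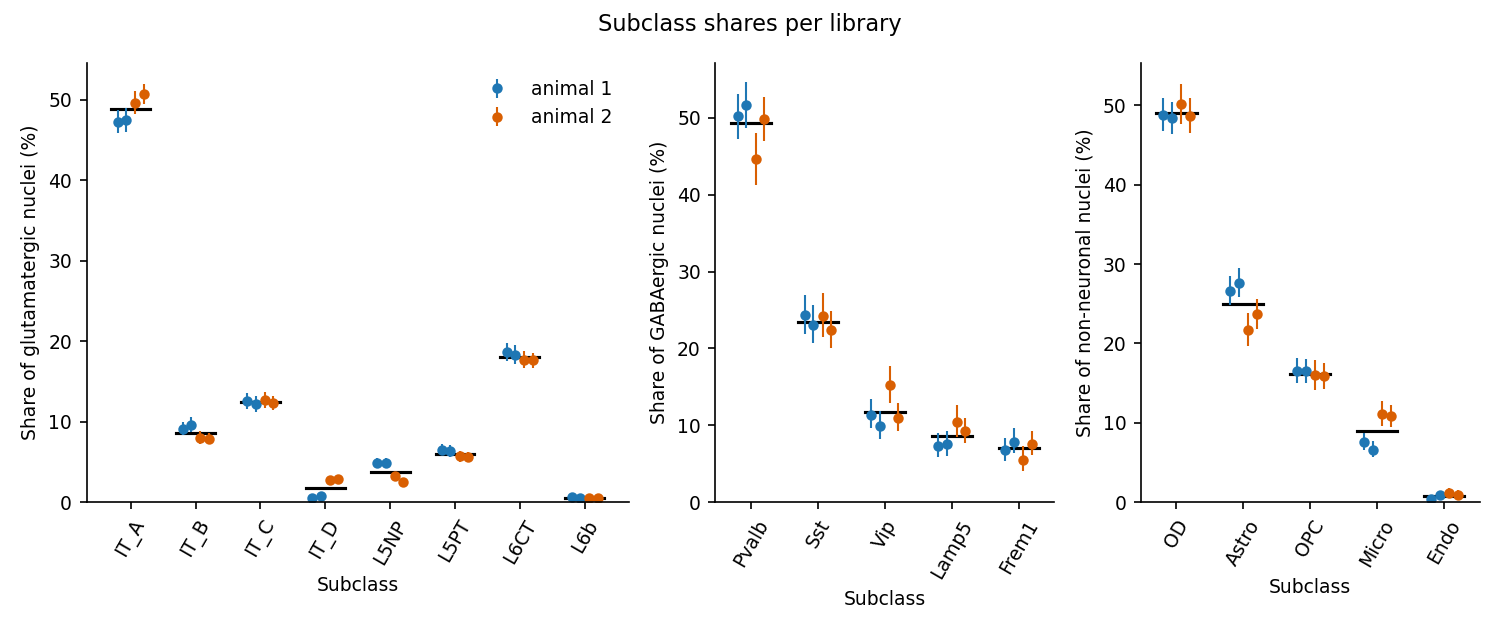
Share of each subclass within its class in percent, with a point per library, the exact 95% binomial interval of each library as a bar and the mean of the 2 animals as a line. IT_D stood at 0.638% of glutamatergic nuclei in animal 1 and 2.85% in animal 2.

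The shares were close between libraries of an animal. Across 56 two-sided Fisher's exact tests between the libraries of an animal, 6 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05 (smallest Benjamini-Hochberg adjusted p 0.227). By the ratio of shares, the subclass that differed most between the animals was IT_D. It made up 58 of 6334 IT nuclei in animal 1 (0.916%, exact 95% binomial interval 0.696 to 1.18%) and 315 of 8128 in animal 2 (3.88%, 3.47 to 4.32%). The intervals cover counting error only.

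Known marker genes were set against the deposited labels. Of 75 listed markers, 62 had a symbol in the files. All 8 class markers tested were higher in their own class, and 34 of 51 subclass markers were highest in the named subclass of both animals. Among the exceptions, FREM1 was highest in Lamp5 nuclei and LHX6 in Sst nuclei in both animals, and FEZF2 was highest in L5NP rather than L5PT nuclei.

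The study asked how distinct the IT subclasses were, and compared IT_A with IT_C. Counts were summed per animal and subclass and tested with edgeR's quasi-likelihood test, with the 4 IT subclasses in 1 fit. Between IT_A and IT_C, 1814 of 16720 genes tested (10.8%) had a Benjamini-Hochberg adjusted p under 0.05, of which 981 were higher in IT_A and 833 in IT_C. In all 1814 the direction was the same in both animals. The alternative that moved this count most, by fold, took equal nuclei per subclass, 58 from each animal. There 599 of 7464 genes tested changed, and 524 of these were among the 1814. Adding the animal as a block gave 4824 genes. The other pairs had 1369 (IT_A and IT_B), 1456 (IT_A and IT_D), 1389 (IT_B and IT_C), 1925 (IT_B and IT_D) and 1619 (IT_C and IT_D) changed genes. The order of the pairs differed between settings, since the pair with the most genes was IT_B and IT_D at full nuclei and with equal nuclei (1092 genes), but IT_A and IT_C with the block. The subclasses were themselves drawn from clusters of the same expression values. With labels for each part of the genes predicted from the other genes, 1851 genes changed between IT_A and IT_C, and 1690 of them were among the 1814. Under these labels IT_A and IT_C were also the pair with the most genes, next to 1839 for IT_B and IT_D. The prediction was trained on the deposited labels, which drew on all genes, and matched them in 92.6% and 94.0% of nuclei. It therefore cannot tell how far the double use of the data raised these counts.

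**Figure D2:**
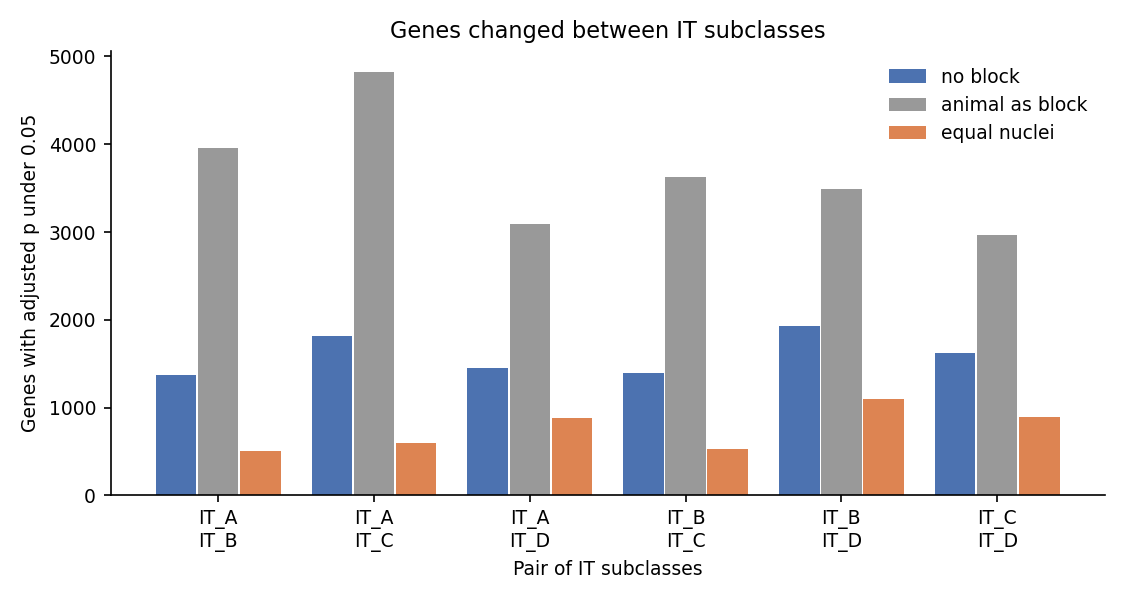
Number of genes with an adjusted p under 0.05 for each of the 6 pairs of IT subclasses, as bars for the fit without a block, the fit with animal as a block and the fit on equal nuclei. The pair IT_A and IT_C had 1814, 4824 and 599 genes in these fits.

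The genes named here were those with the largest fold changes under a rule fixed beforehand. Higher in IT_A were NDST4 (log2 fold change 4.99 ± 0.30, SE; edgeR adjusted p 2.95e-05; 211 and 181 CPM, counts scaled to a common total, in IT_A of animals 1 and 2 against 4.91 and 7.34 in IT_C), PDGFD (4.59), SLIT3 (4.23), GLIS3 (4.12) and CHST9 (4.08). PDGFD also differed between the animals, with 22.7 CPM in IT_A of animal 1 and 59.9 CPM in animal 2. Higher in IT_C were IL1RAPL2 (log2 fold change -6.48 ± 0.41, SE; edgeR adjusted p 3.70e-05; 34.6 CPM in IT_C against 0.484 CPM in IT_A of animal 2), LYN (-4.65), LMCD1 (-4.31), ETV1 (-3.92) and UTRN (-3.90). IL1RAPL2 and PDGFD were not tested with equal nuclei, where they fell under the low-count filter. From a single animal, with a constant added to each CPM, the log2 fold change of IL1RAPL2 was -5.38 in animal 1 and -5.16 in animal 2. The constant exceeded the CPM of IL1RAPL2 in IT_A (0.158 in animal 1 and 0.484 in animal 2) and makes such fold changes smaller. These values therefore do not show a smaller change within an animal. Computed in the same way, the log2 fold change of LMCD1 was -4.60 in animal 1 and -3.37 in animal 2.

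Genes that mark cortical layers in mouse were compared among the IT subclasses, each in its highest subclass against the mean of the other 3. Of 11 listed genes 7 were tested, of which 6 changed over all genes tested and 7 when adjusted over the list alone. These p values take no account of the choice of the highest of 4 subclasses in the same data, and with that choice counted 6 passed over the list. RORB was highest in IT_B (log2 fold change 3.15, 1539.6 ± 245 CPM), as was WHRN (1.70, 45.7 ± 12.1 CPM). CDH9 (2.49, 91.7 ± 17.0 CPM), FOXO1 (2.06, 6.50 ± 0.215 CPM) and DEPTOR (0.86, 415 ± 27.8 CPM) were highest in IT_A. CUX2 was highest in IT_D (1.68, 582 ± 184 CPM), beside 428 ± 116 CPM in IT_A, 459.7 ± 158 CPM in IT_B and 31.5 ± 14.7 CPM in IT_C. PTPRM was highest in IT_B (0.70) with an edgeR adjusted p of 0.130, and did not pass with the choice counted. With equal nuclei 4 genes passed, WHRN lost its call (log2 fold change 1.25), and FOXO1 and PTPRM were not tested.

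The similarity of the IT subclasses was measured by the Spearman correlation of mean expression across 3000 variable genes within each animal. Genes are not independent replicates, so no p was computed. IT_A and IT_C correlated at 0.922 ± 0.00471, next after IT_A and IT_B at 0.926 ± 0.00243 in both animals. IT_B and IT_C followed at 0.919 ± 0.00448. These 3 values differed by about the spread between animals. The pairs with IT_D were lower, at 0.857 ± 0.0438 with IT_A, 0.845 ± 0.0501 with IT_C and 0.828 ± 0.0437 with IT_B, and IT_D had the fewest nuclei. The correlation of a subclass between libraries of animal 1 was 0.993 for IT_A and 0.878 for IT_D. Scaling each gene to z-scores moved the value most and changed its sign, with -0.731 for IT_A and IT_C. Among interneurons of the caudal ganglionic eminence (CGE), the correlation was 0.832 ± 0.00855 for Vip and Frem1, 0.785 ± 0.00907 for Lamp5 and Frem1 and 0.741 ± 0.0194 for Vip and Lamp5.

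The separation of pairs was measured by the mean silhouette of nuclei in 3 principal components, where 1 is full separation. IT_A and IT_C had the lowest value of the 6 IT pairs in both animals, 0.478 ± 0.0823, beside 0.508 ± 0.0511 for IT_A and IT_B, a difference smaller than the spread between animals. In animal 1 these pairs stood at 0.537 and 0.544, with SDs of 0.0417 and 0.0384 over repeated draws of nuclei. Their order in animal 1 therefore rests on 1 draw. The highest value was 0.696 ± 0.0292 for IT_B and IT_D. With 30 components the value for IT_A and IT_C was 0.169. Vip and Frem1 were the least separated CGE pair, at 0.499 ± 0.0281.

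**Figure D3:**
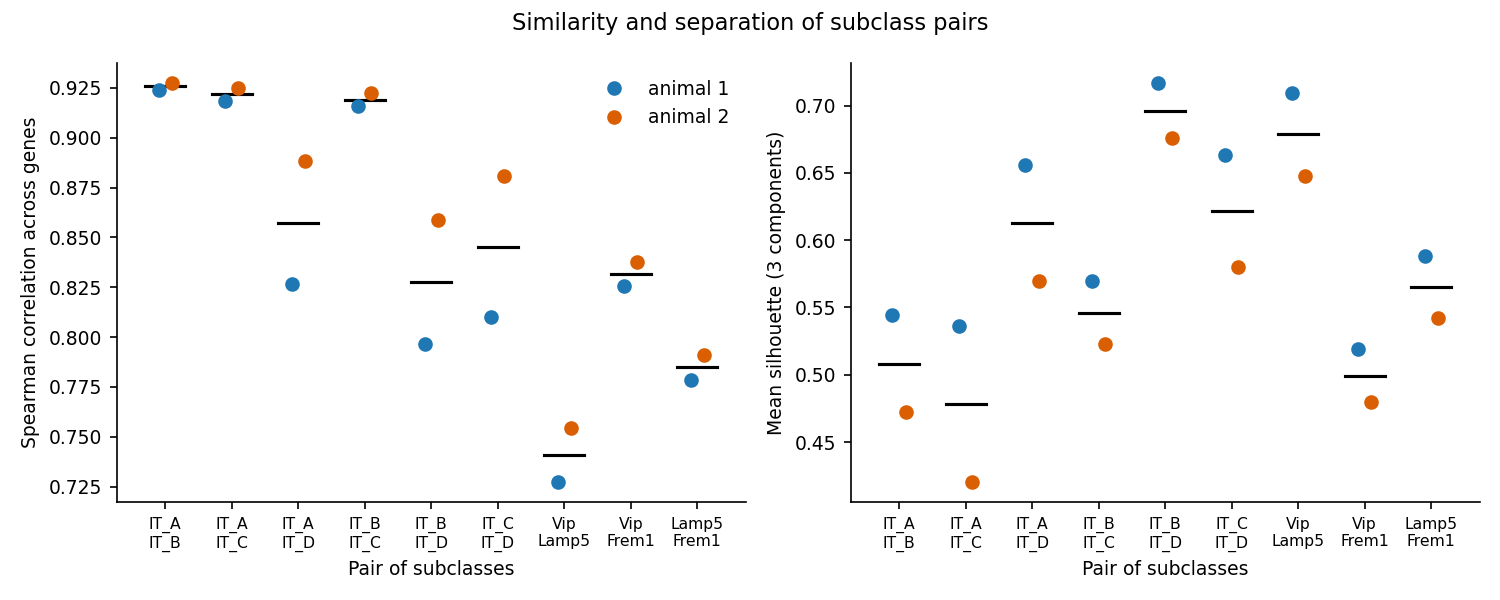
Spearman correlation across genes (left) and mean silhouette in 3 principal components (right) for the 6 IT pairs and 3 CGE pairs, with a point per animal and the mean as a line; the vertical axes do not start at 0. IT_A and IT_C had a correlation of 0.922 and a silhouette of 0.478.

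Labels were transferred from the nuclei of each animal to the other. The study had clustered both animals together, so the labels of each were not independent of the other. The agreement therefore does not test labels drawn in each animal alone. Of the nuclei of animal 1, 15530 of 16045 (96.8%, exact 95% binomial interval 96.5 to 97.1%) received their own subclass from animal 2, and of animal 2, 16159 of 16719 (96.7%, 96.4 to 96.9%). The mean was 96.7% ± 0.0988 over all subclasses and 94.4% ± 0.0657 over the IT subclasses. The subclass means started at 93.2%, and 14 of 18 subclasses exceeded 95% in both directions. Thinning every nucleus to 1000 UMIs moved the mean most, to 94.6%. Some subclasses depended more on the settings, since with 10 components Frem1 fell from 95.7% to 67.6%, L6b from 96.3% to 68.0% and IT_D from 93.2% to 81.7%.

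Perineuronal nets are a matrix around some neurons. The study stained them and found them enriched around parvalbumin neurons in mouse but not in opossum. Their component genes were compared here between Pvalb and L5PT nuclei, and RNA does not show where the nets lie. Of 11 listed genes 5 were tested, and 4 of these were higher in Pvalb nuclei both over all 16156 genes tested and when adjusted over the list alone. NCAN and VCAN lacked a symbol. ACAN, HAS1, HAS2 and HAS3 were tested only without the low-count filter and did not pass the threshold there. The log2 fold change of ACAN was 1.35 (adjusted p 0.178 in edgeR). The result therefore covers only a part of the net genes. BCAN stood at 23.0 ± 2.16 CPM in Pvalb and 3.59 ± 2.01 CPM in L5PT nuclei (log2 fold change 2.69 ± 0.30, SE; edgeR adjusted p 3.73e-07). HAPLN1 stood at 18.9 ± 1.83 and 3.90 ± 1.32 CPM (2.26 ± 0.35; adjusted p 2.31e-05 in edgeR). HAPLN4 stood at 51.0 ± 0.0936 and 17.9 ± 1.89 CPM (1.51 ± 0.31; adjusted p 0.000663 in edgeR), and TNR at 336 ± 1.15 and 177 ± 8.92 CPM (0.92 ± 0.18; adjusted p 0.000433 in edgeR). PTPRZ1 did not differ (log2 fold change -0.18; adjusted p 0.464 in edgeR). With 53 nuclei per subclass and animal, TNR stayed past the threshold (0.61) and BCAN was not tested. HAPLN1 (1.40) and HAPLN4 lost their calls, and the log2 fold change of HAPLN4 fell to 0.13. HAPLN1 was highest in Lamp5 nuclei, at 190.1 ± 16.7 CPM.

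**Figure D4:**
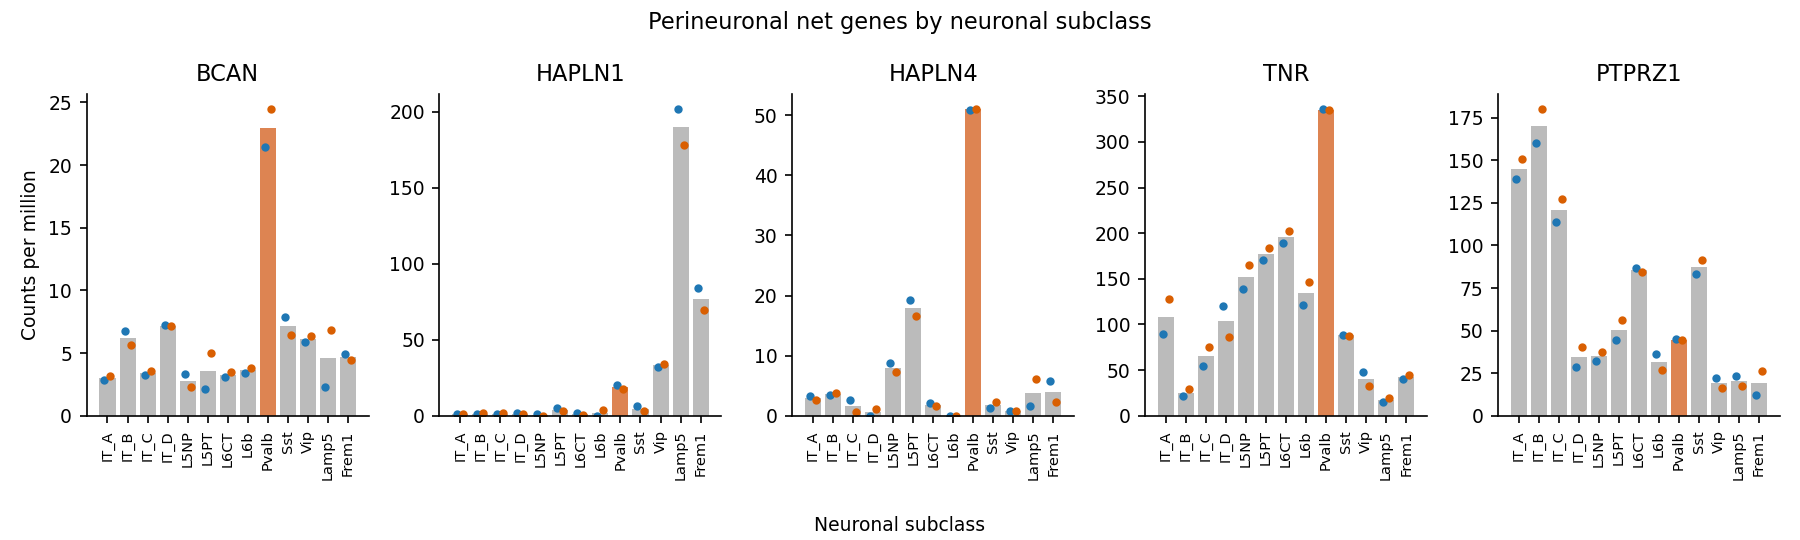
CPM of 5 perineuronal net genes in each neuronal subclass, with bars for the mean of the 2 animals, Pvalb coloured, and a point per animal. TNR stood at 336 CPM in Pvalb and 177 CPM in L5PT nuclei, while HAPLN1 was highest in Lamp5 nuclei at 190.1 CPM.

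The 2 animals were set beside each other across all labelled nuclei, as a description of 1 animal against 1 with no replicate check. Of 6571 genes with at least 20 CPM, 5330 (81.1%) had no overlap between the libraries of the animals, where chance gives 33.3%, and 46 differed by at least 2-fold. Between libraries of the same animal 0 genes did. Non-neuronal nuclei made up 29.2% of labelled nuclei in animal 1 and 21.4% in animal 2. The counts of genes were not separated from this difference in composition. Higher in animal 2 were NAALAD2 (3.36-fold), NOL11 (2.84-fold), PDGFD (2.55-fold), HOMER1 (2.35-fold, 592 against 1390.1 CPM) and OTOF (2.26-fold). Higher in animal 1 were FERMT1 (4.56-fold), ACADL (3.44-fold), PRL (2.51-fold, 56.9 against 22.7 CPM), BCO1 (2.32-fold) and FANCC (2.24-fold). HOMER1 was higher in animal 2 in 18 of 18 subclasses and PRL lower in 13 of 13 with enough counts. Each animal was handled by a different experimenter, so the animal, its age and the handling could not be told apart.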

Values the study reported

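The study obtained 32,764 nuclei and 26,440 genes after filtering. It stated that parvalbumin cells made up nearly 50% of the GABAergic population in opossum V1. It listed 27 initial clusters, and excluded clusters of the GABAergic and non-neuronal classes before further work.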

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

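The marker rules and the tests of free RNA, doublets and class assignment in this part were chosen only after the results were seen, and the test on held-out striatal genes was written before their values were seen. Both results come from nuclei in clusters that the study left out as ambiguous, so they are signals in data on which the comparisons above did not draw.

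Among 428 left-out ambiguous GABAergic nuclei of animal 2, 76 (17.8%, exact 95% interval 14.3 to 21.7%) had at least 10 UMIs of PDE10A and 5 of ADCY5, 30 in library 2A and 46 in library 2B. In animal 1 there were 0 of 302, which allows a share of up to 0.993%. Scrublet called 0% of the 76 nuclei doublets, which decides nothing, since such calls helped to divide ambiguous from doublet clusters. Their median depth was 4701.5 UMIs, 0.744 times that of labelled GABAergic nuclei. Doublets of labelled types were argued against by 13 genes outside the rule at over 5-fold the level of the highest labelled subclass, where 0 did in 100 draws of as many nuclei from doublet clusters. Free RNA gave a divided answer. By the criterion set for it, it stayed open, since 2.69% of labelled GABAergic nuclei met the same rule (117 of 4347, exact 95% interval 2.23 to 3.22%; 57 in animal 1 and 60 in animal 2; median depth 6317 UMIs), more than 0.2 times the share among all left-out ambiguous GABAergic nuclei (10.4%). A test added after that result argued against free RNA as the whole cause, since the held-out striatal genes lay at a median 14.0-fold (with 1 CPM added) above labelled GABAergic nuclei of the same animal. Of 10 held-out striatal genes 7 had a symbol, and 5 lay over 5-fold above labelled GABAergic nuclei, with PPP1R1B at 136 against 0.839 CPM, PENK at 35.2 against 1.75 CPM and RARB at 750.2 against 77.9 CPM. IKZF1 was lower, at 2.34 against 11.9 CPM. The genes of the rule stood at 19996 CPM (PDE10A) and 5474 CPM (ADCY5), against 959.7 and 185 CPM in labelled GABAergic nuclei, so labelled nuclei also held them. Striatal tissue in the dissection of animal 2 is a candidate explanation. It was found and tested on the same nuclei, and no biological explanation was tested.

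Among 276 left-out ambiguous non-neuronal nuclei, 50 (18.1%, exact 95% interval 13.8 to 23.2%) had a UMI of at least 3 of the 4 genes NOS1, TACR1, LHX6 and SST. They were in all 4 libraries, with 13 in 1A, 15 in 1B, 7 in 2A and 15 in 2B. Free RNA was argued against, since 0% of 8267 labelled non-neuronal nuclei met the rule (upper bound of the exact 95% interval 0.0446%), although those nuclei were shallower. Doublets of labelled types were argued against by 12 genes outside the rule at over 5-fold the level of the highest labelled subclass, where 0 did in 100 draws from doublet clusters. The median depth was 6949.5 UMIs, 1.23 times that of Sst nuclei. NOS1 stood at 3061 CPM and SST at 868 CPM in these nuclei, against 10.5 and 325 CPM in labelled Sst nuclei, of which 46 of 1020 (4.51%) met the rule. GABAergic neurons placed in another class may explain them, but this stayed open. GAD1 was 17.7-fold and GAD2 10.7-fold above labelled non-neuronal nuclei, while SLC32A1 was only 5.51-fold above, short of the 10-fold set for this explanation. The glial markers reached at most 0.0980 of the level in their own type. No biological explanation was tested.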

How the results depend on the processing

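The alternatives that counted left-out nuclei were chosen after seeing the data. Across 19 main results, 65 of 103 values under an alternative kept their call, moved by less than the SD of the animals or, for counts of genes, by at most 1.5-fold. This leaves out the means of 2 animals with 1 animal removed, which move by less than the SD by construction and test nothing. The IT_D share of IT nuclei was 0.916 to 3.88% in these.

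The pairing of sums by animal moved every count of changed genes. With the animal as a block, 3953 genes changed between IT_A and IT_B, 4824 between IT_A and IT_C, 3092 between IT_A and IT_D, 3626 between IT_B and IT_C, 3493 between IT_B and IT_D and 2967 between IT_C and IT_D. The block changed no call of the perineuronal net genes, and brought PTPRM past the threshold, as did leaving out the low-count filter. With equal nuclei per subclass the counts in the same order were 508, 599, 885, 528, 1092 and 892, where fewer counts left 7464 genes to test, and 1 perineuronal net gene remained past the threshold, with BCAN not tested. Without the low-count filter all 6 counts rose, to 2076, 2548, 2256, 1984, 2614 and 2252 in that order, with 28691 genes tested. Leaving out an animal left 1 sum per subclass, so counts of changed genes have no value there.

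The correlation of IT_A and IT_C was 0.882 with 1000 variable genes, 0.952 with all detected genes, 0.873 after thinning and 0.833 with equal nuclei. Z-scores reversed it to -0.731, and reversed IT_A and IT_B (-0.555), IT_A and IT_D (-0.209), IT_B and IT_D (-0.0447), Vip and Lamp5 (-0.717), Vip and Frem1 (-0.259) and Lamp5 and Frem1 (-0.308), since centring each gene sets the subclasses against their common mean. The silhouette of IT_A and IT_C was 0.169 with 30 components. The log2 fold change of PTPRZ1 reversed to 0.56 with equal nuclei, and leaving out an animal gave -0.34 to 0.00 (0.00261 without animal 2), with no call in the fits run.

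Label transfer over all subclasses gave 94.7% with 10 components, 94.6% after thinning and 97.1% within an animal. Over the IT subclasses it gave 94.5% with 5 neighbours, 92.7% with 10 components, 90.8% after thinning and 95.2% within an animal. Some subclasses moved further with 10 components, to 67.6% for Frem1, 68.0% for L6b and 81.7% for IT_D, and the CGE subclasses to 82.1%.

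Among nuclei with at least 1000 genes the Sst share of GABAergic nuclei was 22.6%. The OD share was 40.0%, where the limit lies close to the median of 1050 genes in OD nuclei. Without doublet calls the OD share was 49.7%. With left-out clusters included, glutamatergic nuclei made up 77.9% of neurons. The MGE, Pvalb and Sst shares were 66.6%, 45.1% and 21.5% with left-out ambiguous GABAergic nuclei given the nearest subclass. These shares leave out nuclei whose nearest subclass was not GABAergic, such as IT_A (16.0% of the ambiguous nuclei) or L6CT (9.45%). With all of the ambiguous nuclei counted without a subclass, the shares were 62.3%, 42.2% and 20.1%. The cause of these shifts was not tested.

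For the other 96 results, 138 of 421 values under an alternative changed, of which 125 moved (46 up and 79 down), 3 were weaker, 2 stronger and 8 reversed. Of these 8, 6 came with z-scores, where centring favours negative values. Among the 421 values were 44 log2 fold changes without an animal, of which 18 moved and 1 reversed. These were computed with a constant added to each CPM, which makes fold changes of genes with low counts smaller.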

Other observations

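In this part the tests of counting noise, deep layers, handling and outside tissue for IT_D, of counting noise, the depth band and oligodendrocytes for types, of doublets and free RNA for ambiguous nuclei, and of free RNA for perineuronal net genes were chosen only after the results were seen.

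IT_D nuclei were 4.23 times as frequent among IT nuclei in animal 2. Counting noise was argued against, since the lowest lower bound of its libraries (3.16%) lay above the highest upper bound of animal 1 (1.53%). Labels from animal 2 gave animal 1 an IT_D share of 0.902%, which argues against IT_D nuclei of animal 1 under other IT labels. The study clustered both animals together, so this does not test how each animal alone would be labelled. Among nuclei with 5000 to 10000 UMIs the ratio was 5.32, which argues against depth. The L6CT share of animal 2 was 0.956 times that of animal 1, which argues against a shallower dissection of animal 1. The animal, its age and the handling cannot be told apart, since each animal had its own experimenter. Tissue outside V1 could not be weighed either, since the 76 left-out nuclei with PDE10A and ADCY5 in animal 2 do not show where its IT_D nuclei came from.

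Several deposited types split by animal. IT_C_1 made up 25.0% of IT_C nuclei in animal 1 and 71.0% in animal 2, with 43.5 percentage points between the nearest libraries, which argues against counting noise. Across genes, the difference between paired types inside an animal correlated with the difference between animals in another neuronal class at a median of 0.345 (range 0.139 to 0.426), in line with a difference shared by cells of an animal. A test added after that result gave a median of -0.00168 with the difference between animals in oligodendrocytes. This argued against types that follow a difference shared by neurons and oligodendrocytes alike. Oligodendrocytes still shared part of the difference between animals, which correlated at 0.277 with that of IT_A, 0.200 with L6CT and 0.128 with Pvalb. Among those neuronal subclasses it correlated at 0.455 to 0.562. IT_C_1 nuclei had 0.296 times the median UMIs of IT_C_2 in animal 1 and 0.593 times in animal 2. A further test, also added after that result, argued against depth as the whole cause, since among nuclei with 5000 to 10000 UMIs the IT_C_1 share differed by 60.6 percentage points, beside 46.0 over all depths. The gap was wider at that depth for 4 of 6 subclasses and narrower for the others, so a part played by depth stays open. At that depth the median correlation with another neuronal class was 0.285, beside 0.345 over all depths. Its values lay between -0.0145 (Sst types inside animal 1) and 0.409 (IT_C types inside animal 2). Genes are not independent replicates.

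The study found no counterpart of vascular and leptomeningeal cells. Among the 276 left-out ambiguous non-neuronal nuclei 3 (1.09%) had a UMI of at least 2 marker genes of these cells, which is the limit that a count of 0 allows. All 3 came from animal 1, and Scrublet called 100% of them doublets, so doublets remain open, although their median depth was 1.01 times that of labelled non-neuronal nuclei. In 1 of the 3 nuclei SLC47A1 had 17 UMIs, where the highest labelled subclass held 2.84 CPM, so labelled types alone would not bring that count, while the other 2 nuclei had at most 2 UMIs of any of these markers. A doublet with a type outside the labels stays open. A form of this test that asked for both signs had left doublets undecided, and after that result it was set back to the written rule, which asked for either. Free RNA was argued against, with 0% of labelled oligodendrocyte nuclei meeting the rule (up to 0.0741%; median depths of 2145 and 1917 UMIs). Endothelial nuclei were argued against by a median marker ratio of 0, with FLT1 at 130.3 CPM against 2585 CPM in endothelial nuclei.

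The 730 left-out ambiguous GABAergic nuclei held glutamatergic markers at a median 9.44 times the level in labelled GABAergic nuclei, and their median depth was 1871 UMIs, beside 6317 in labelled GABAergic nuclei. The nearest labelled nuclei gave 51.2% of them the label Vip. Glutamatergic labels went to others, with IT_A for 16.0%, L6CT for 9.45%, L5PT for 5.75%, IT_C for 5.48%, L5NP for 1.10% and IT_B for 0.137%. Scrublet calls (0.685%) decide nothing here, since they helped to divide ambiguous from doublet clusters. The share of glutamatergic RNA read from 50 other genes was 0.228 times the share that 3 of the markers needed in animal 1 and 1.29 times in animal 2, so doublets, free RNA and a labelled subclass with RNA added from other nuclei all stay open.

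After z-scoring, IT_A and IT_C were the lowest IT pair. With z-scores over equal nuclei their correlation was -0.274 and the lowest pair had -0.477, in line with the unequal number of nuclei as a cause of that order.

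For the perineuronal net genes, free RNA from glial nuclei was argued against by a median ratio of 6.65 between Pvalb and the other neuronal subclasses in the lower animal. Glial nuclei among Pvalb nuclei were argued against by a median ratio of 1.47 for 50 OPC genes, close to the limit of 1.5 set for it, beside 7.03 for BCAN. OPC nuclei that brought the excess of BCAN would add 25.5 CPM of PDGFRA, and its excess was 1.31 CPM.

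HOMER1 was chosen by the rule on animal differences and responds to neuronal activity. Activity at dissection stayed undecided. The median ratio of 9 activity genes in glutamatergic nuclei, animal 2 over animal 1, was 1.31, at percentile 99.98 of 10000 matched lists, short of the 1.5 set for it, and 6 of 9 genes were higher in animal 2. For PRL, pituitary tissue or RNA was argued against, since the highest of the other pituitary hormone genes in animal 1, CGA, stood at 0.442 CPM beside 56.9 CPM of PRL. No biological explanation was tested for these patterns, and age stays open.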
